# Disruption of *PHO13* improves ethanol production via the xylose isomerase pathway

**DOI:** 10.1186/s13568-015-0175-7

**Published:** 2016-01-14

**Authors:** Takahiro Bamba, Tomohisa Hasunuma, Akihiko Kondo

**Keywords:** Bioethanol, PHO13, *Saccharomyces cerevisiae*, Xylose fermentation, Xylose isomerase

## Abstract

Xylose is the second most abundant sugar in lignocellulosic materials and can be converted to ethanol by recombinant *Saccharomyces cerevisiae* yeast strains expressing heterologous genes involved in xylose assimilation pathways. Recent research demonstrated that disruption of the alkaline phosphatase gene, *PHO13*, enhances ethanol production from xylose by a strain expressing the xylose reductase (XR) and xylitol dehydrogenase (XDH) genes; however, the yield of ethanol is poor. In this study, *PHO13* was disrupted in a recombinant strain harboring multiple copies of the xylose isomerase (XI) gene derived from *Orpinomyces* sp., coupled with overexpression of the endogenous xylulokinase (XK) gene and disruption of *GRE3*, which encodes aldose reductase. The resulting YΔGP/XK/XI strain consumed 2.08 g/L/h of xylose and produced 0.88 g/L/h of volumetric ethanol, for an 86.8 % theoretical ethanol yield, and only YΔGP/XK/XI demonstrated increase in cell concentration. Transcriptome analysis indicated that expression of genes involved in the pentose phosphate pathway (*GND1*, *SOL3*, *TAL1*, *RKI1*, and *TKL1*) and TCA cycle and respiratory chain (*NDE1*, *ACO1*, *ACO2*, *SDH2*, *IDH1*, *IDH2*, *ATP7*, *ATP19*, *SDH4*, *SDH3*, *CMC2*, and *ATP15*) was upregulated in the YΔGP/XK/XI strain. And the expression levels of 125 cell cycle genes were changed by deletion of *PHO13*.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13568-015-0175-7) contains supplementary material, which is available to authorized users.

## Introduction

Bioethanol is widely viewed as a potential new energy source and alternative to fossil fuels. Lignocellulosic materials, which represents an abundant, inexpensive, and renewable resource, are of great interest as a feedstock for bioethanol production. *Saccharomyces cerevisiae* is an ideal host for bioethanol production due to its high stress tolerance, high ethanol production capacity, and ease of gene manipulation. However, *S. cerevisiae* cannot inherently assimilate xylose, the second most abundant sugar in lignocellulosic biomass (Mosier et al. 2005).

Xylose-assimilating yeast strains have been constructed through genetic engineering to exploit two different heterologous xylose-utilization pathways. The oxidoreductase pathway involves the conversion of xylose to xylitol by xylose reductase (XR) and the conversion of xylitol to xylulose by xylitol dehydrogenase (XDH). Both XR and XDH preferentially utilize different coenzymes, NADPH and NAD^+^, respectively. Therefore, xylitol accumulates in yeast cells and is secreted into the fermentation medium due to the intracellular redox imbalance caused by the coenzyme preference, leading to poor ethanol yield (Chu and Lee 2007; van Vleet and Jeffries 2009; Matsushika et al. 2009). Another xylose assimilation pathway is catalyzed by xylose isomerase (XI), which directly converts xylose to xylulose. Therefore, XI-expressing strains do not produce excess xylitol. The isomerase pathway is suitable for high-yield ethanol production from xylose; however, the xylose consumption rate and ethanol productivity are low in the XI-expressing strains described thus far (van Maris et al. 2007; Matsushika et al. 2009). *S. cerevisiae* produces an endogenous non-specific aldose reductase encoded by *GRE3*. Deletion of *GRE3* decreases xylitol excretion not only in strains expressing XR and XDH but also in those expressing XI (Matsushika et al. 2009).

Overexpression of downstream metabolic genes such as *XKS1* and genes involved in the pentose phosphate pathway (PPP) has been used as a strategy to improve the xylose assimilation capacity of *S. cerevisiae* (Karhumaa et al. 2005; Kuyper et al. 2005a). As *S. cerevisiae* has no specific transporter for xylose, genes encoding heterologous and endogenous transporters with an affinity for xylose have also been overexpressed to improve xylose uptake (Matsushika et al. 2009). Evolutionary engineering has also been explored as a means to improve xylose utilization under aerobic and oxygen-limited conditions (Kuyper et al. 2005b; Zhou et al. 2012; Lee et al. 2014).

Disruption of *PHO13* by transposon mutagenesis was shown to improve xylose assimilation in a recombinant *S. cerevisiae* strain harboring the XR and XDH genes (Ni et al. 2007). Although PHO13p exhibits alkaline phosphatase activity, it remains unclear whether the protein functions in vivo. XR/XDH-based *PHO13* disruptants have demonstrated high ethanol productivity from xylose (van Vleet et al. 2008; Fujitomi et al. 2012; Shen et al. 2012; Kim et al. 2013; Li et al. 2014). Deletion of *PHO13* in an XI-expressing strain was also shown to effectively enhance cell growth from xylose (Lee et al. 2014), although the mechanism of the *PHO13*-deletion effect remains unclear.

In this study, *PHO13* was disrupted and *GRE3* deleted in a yeast strain that harbors multiple copies of the XI gene from *Orpinomyces* sp. and overexpresses the gene encoding XK. The effect of *PHO13* disruption on the metabolome was investigated by both transcriptome and metabolite analysis.

## Materials and methods

### Strains and media

*Escherichia coli* NovaBlue (Novagen, Inc., Madison, WI, USA) was used as the host strain for recombinant DNA manipulation and was grown in Luria–Bertani medium (10 g/L tryptone, 5 g/L yeast extract, and 5 g/L sodium chloride) containing 100 mg/L ampicillin. *S. cerevisiae* YPH499 (*MAT*a *ade2 his3 leu2 lys2 trp1 ura3*, purchased from Stratagene, La Jolla, CA, USA) was used as the host strain. Yeast strains were routinely cultivated at 30 °C in synthetic dextrose (SD) medium [6.7 g/L yeast nitrogen base without amino acids (Difco Laboratories, Detroit, MI, USA) and 20 g/L glucose] supplemented with appropriate amino and nucleic acids.

### Construction of plasmids

A DNA fragment containing the *S. cerevisiae* XK gene (*XKS1*) was amplified from plasmid pRS406XKS (Madhavan et al. 2009a) as a template using the primer set TDH3-XK F (5′-CCGCACCAGTTCTCACACGGAACACCACTA-3′) and TDH3-XK R (5′-CCACCGCGGTCAATCAATGAATCGAAAATG-3′). The amplified fragment was digested with *Sac*II and then ligated into the *Nae*I-*Sac*II site of pRS406 to yield plasmid pIUXK. A DNA fragment containing the *Orpinomyces* sp. XI gene (*xylA*) (Madhavan et al. 2009a, b) was amplified using the primer set XI F (5′-ATTGAATTCATGACTAAGGAATATTTCCC-3′) and XI R (5′-AATGTCGACTTATTGGTACATGGCAACAA-3′). After digestion with *Eco*RI and *Sal*I, the *xylA*-containing fragment was ligated into the *Eco*RI-*Sal*I site of pGK423 (Ishii et al. 2009). The fragment containing the *PGK1* promoter, *xylA*, and the *PGK1* terminator was digested with *Not*I and *Xho*I and ligated into the *Not*I-*Xho*I site of the chromosomal integration plasmid pδW (Yamada et al. 2010) to yield plasmid pδWXI.

### Yeast transformation

A *GRE3*-knockout strain of YPH499 (YΔG) was constructed using the PCR-mediated seamless gene deletion and marker recycling method (Akada et al. 2006). Plasmid pIUXK, digested with *Eco*RV, was transformed into YΔG to yield the XK-overexpressing strain YΔG/XK. Plasmid pδWXI, digested with *Asc*I, was transformed into YΔG/XK to yield strain YΔG/XK/XI. Transformants obtained using the lithium-acetate method (Chen et al. 1992) were selected on SD medium supplemented with appropriate amino acids and nucleotides. For the disruption of *PHO13* in YΔG/XK/XI, a DNA fragment that included *KanMX* was amplified from *S. cerevisiae* BY4741Δ*PHO13* (Invitrogen, Carlsbad, CA, USA) genomic DNA as a template using the primer set dPHO13-KanMX F (5′-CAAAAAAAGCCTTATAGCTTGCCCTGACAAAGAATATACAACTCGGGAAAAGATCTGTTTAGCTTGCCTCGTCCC-3′) and dPHO13-KanMX R (5′-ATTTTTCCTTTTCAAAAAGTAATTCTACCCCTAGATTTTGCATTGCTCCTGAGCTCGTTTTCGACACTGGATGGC-3′). The DNA fragment was transformed into YΔG/XK/XI to yield YΔGP/XK/XI. YΔGP/XK/XI was isolated on YPD (20 g/L peptone, 10 g/L yeast extract, 20 g/L glucose) plates containing 500 μg/L G418.

### XI activity assay

Extracts of yeast cells for use in the XI activity assay were prepared according to a previously reported method (Zhou et al. 2012). *S. cerevisiae* was cultivated in SD medium for 24 h, and cells were collected by centrifugation for 5 min at 2300×*g* and 4 °C. The pellet was washed twice with chilled washing buffer (10 mM phosphate buffer, 2 mM EDTA, pH 7.5) and suspended in chilled extraction buffer (100 mM phosphate buffer, 2 mM MgCl_2_, 1 mM dithiothreitol, pH 7.5). The suspended cells were mixed with glass beads (0.5-mm diameter), disrupted by shaking at 1500 rpm for 5 min using a Shake Master Neo (Biomedical Science, Tokyo, Japan), and centrifuged at 21,000×*g* and 4 °C for 15 min. The supernatant was collected as the cell extract and mixed with an assay mixture containing 100 mM Tris–HCl buffer (pH 7.5), 10 mM MgCl_2_, 0.15 mM NADH, and 2 U/mL sorbitol dehydrogenase. The assay was performed at 30 °C for 5 min. A 340-nm extinction coefficient for NADH of 6.3 mM^−1^ cm^−1^ was used to calculate the specific activity of XI. One unit of XI activity was defined as the amount of enzyme required to produce 1 μmol of xylulose per min under the assay conditions.

### Determination of the *xylA* copy number

Genomic DNA from YΔG/XK/XI and YΔGP/XK/XI was extracted using a Dr. GenTLE (yeast) high-recovery kit (Takara Bio, Shiga, Japan). The copy number of the *xylA* gene integrated into the chromosomes of the recombinant strains was determined using quantitative real-time PCR (qRT-PCR) performed on an Mx3000P QPCR System (Agilent Technologies, Palo Alto, CA, USA) with Thunderbird SYBR qPCR Mix (Toyobo, Osaka, Japan). The copy number was calculated according to the standard curve method (De Preter et al. 2002; Jin et al. 2003), with *PGK1* serving as the housekeeping gene. The following PCR primers were used to detect *PGK1* and *xylA*, respectively: qXI F, 5′-GATGCTGGTATGCTCGGTTCTA-3′ and qXI R, 5′-AACCTCCACCACGGATGATT-3′; qPGK1 F, 5′-CTTCGGTACCGCTCACAGAG-3′ and qPGK1 R, 5′-CTTGTCAGCAACCTTGGCAC-3′.

### Batch fermentation

After pre-incubation in 5 mL of SD medium for 24 h at 30 °C, YΔG/XK/XI and YΔGP/XK/XI cells were cultivated in 500 mL of YPD medium for 48 h at 30 °C under aerobic conditions. Yeast cells were collected by centrifugation at 2500×*g* for 10 min at 4 °C and then washed twice with distilled water. The cells were inoculated into 50 mL of YP medium (10 g/L yeast extract and 20 g/L peptone) containing 50 g/L xylose or 50 g/L glucose. The initial cell density for fermentation was set at 50 g wet cells/L. Ethanol fermentation was carried out at 30 °C with a mild agitation in 100-mL closed bottles equipped with a bubbling CO_2_ outlet. Substrate and product concentrations were determined by high-performance liquid chromatography (HPLC) on a Shimadzu HPLC system (Kyoto, Japan) equipped with a Shim-pack SPR-Pb column (7.8 mm × 250 mm, particle size 8 μm; Shimadzu) and an RID-10A refractive index detector (Shimadzu). The HPLC system was operated at 80 °C, with water as the mobile phase at a flow rate of 0.6 mL/min.

### Metabolite analysis by liquid chromatography–triple quadrupole mass spectrometry

Intracellular metabolites were prepared by leakage-free quenching and cold methanol extraction (Hasunuma et al. 2011). Liquid chromatography–triple quadrupole mass spectrometry (LC-QqQ-MS) was performed using (+)-10-camphorsulfonic acid as an internal standard. Metabolite extracts were evaporated under vacuum using a Free Zone 2.5 Plus system (Labconco, Kansas City, MO, USA), and the dried residues were stored at −80 °C until further use. Dried metabolites were dissolved in 50 μL of H_2_O before LC-QqQ-MS analysis. The LC-QqQ-MS system (LC: Agilent 1200 series; MS, Agilent 6460 with Jet Stream Technology; Agilent Technologies) was controlled using MassHunter Workstation Data Acquisition software (Agilent Technologies), as described previously (Kato et al. 2012). The following conditions were used for LC-QqQ-MS analyses: LC conditions, column, Mastro C18 (Shimadzu GLC Ltd.; 150 × 2.0 mm, particle size, 3 μm); mobile phase, 10 mM tributylamine and 15 mM acetic acid in H_2_O (A) and methanol (B); flow rate, 0.3 mL/min; gradient curve, 0 % B at 0 min, 0 % B at 8 min, 90 % B at 24 min, 0 % B at 24.1 min, and 0 % B at 30 min; injection volume, 5 μL; column temperature, 35 °C; mass analysis, negative ion mode; nebulizer flow, 55 psi; dry gas flow rate, 10 L/min at 300 °C; sheath gas flow rate, 11 L/min at 380 °C; capillary voltage, 3.5 kV; nozzle voltage, 1.0 kV; and detector voltage, 1.91 kV. Target metabolites were identified by comparing the chromatographic characteristics of sample peaks with those of authentic standards, and peak area was determined using MassHunter Quantitative Analysis ver. B04.00 software.

### DNA microarray analysis

Total RNA was obtained after 9 h of fermentation using a Total RNA Isolation Mini Kit (Agilent Technologies) according to the manufacturer’s protocol. The concentration and quality of RNA were determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop, Wilmington, DE) and an Agilent 2100 Bioanalyzer (Agilent Technologies), respectively. cDNA was reverse transcribed and labeled with cyanine 3-CTP using a Low-Input Quick Amp Labeling Kit (Agilent Technologies) for hybridization to *S. cerevisiae* 4 × 44 k microarrays (Agilent Technologies). Hybridization was performed at 65 °C for 17 h. The arrays were scanned using an Agilent Single-Color DNA Microarray Scanner (Agilent Technologies). Gene expression levels were normalized per chip. Scan data were analyzed using GeneSpring GX ver. 11.5.1 software (Agilent Technologies). The experiment was performed in triplicate. The accession number of the microarray data was GSE73814.

## Results

### Construction of xylose-assimilating strains

A laboratory *S. cerevisiae* strain, YPH499, was used as the host for genetic engineering. The aldose reductase gene *GRE3*, which converts xylose to xylitol (Johansson et al. 2001), was deleted. Endogenous *XKS1*, encoding xylulokinase, was overexpressed under control of the *TDH3* promoter. This strain was referred to as YΔG/XK. The XI gene *xylA* from *Orpinomyces* sp. (Madhavan et al. 2009a, b) was integrated into the genome of the YΔG/XK. Previous studies reported that the rate of XI-catalyzed conversion of xylose to xylulose is very low in recombinant *S. cerevisiae* strains (van Maris et al. 2007; Matsushika et al. 2009). To increase the activity of XI, multiple copies of *xylA* were integrated into the δ sequence of YΔG/XK to yield YΔG/XK/XI. In YΔG/XK/XI, *PHO13* was disrupted to yield YΔGP/XK/XI.

### Determination of XI gene copy number and enzymatic activity

The *xylA* copy number was determined using qRT-PCR. The *xylA* copy number of YΔG/XI/XK (15.4 ± 0.7) was the same as that of YΔGP/XI/XK (15.0 ± 0.7). The enzyme activity of XI was 0.98 ± 0.12 and 0.82 ± 0.03 U/mg in YΔG/XI/XK and YΔGP/XI/XK, respectively.

### Glucose and xylose fermentation by recombinant strains

The effect of *PHO13* disruption on fermentation by the recombinant *S. cerevisiae* strains YΔG/XK/XI and YΔGP/XK/XI was investigated. After cultivation in YPD medium under aerobic conditions, yeast cells were transferred to YP medium containing 50 g/L glucose or 50 g/L xylose as the sole carbon source to initiate fermentation under oxygen-limited conditions.

During glucose fermentation, there was no difference in the glucose consumption rate or volumetric ethanol productivity between the two strains (Fig. 1). In contrast, during xylose fermentation, YΔGP/XK/XI demonstrated a higher xylose consumption rate (2.08 g/L/h) than YΔG/XK/XI (1.76 g/L/h) (Fig. 2; Table 1). Furthermore, the volumetric ethanol productivity of YΔGP/XK/XI was 1.5-fold higher than that of YΔG/XK/XI. The ethanol yield to theoretical carbon recovery yield (conversion ratio of 51.14 g ethanol from 100 g sugars was defined theoretically as 100 % carbon recovery yield) was 80.3 and 86.8 % in YΔG/XK/XI and YΔGP/XK/XI, respectively. These data indicate that disruption of *PHO13* has a positive impact on ethanol production from xylose in the XI-based strain. The concentration of YΔG/XK/XI cells remained nearly constant during xylose fermentation, whereas the density of YΔGP/XK/XI cells increased significantly (Fig. 3).

**Fig. 1:**
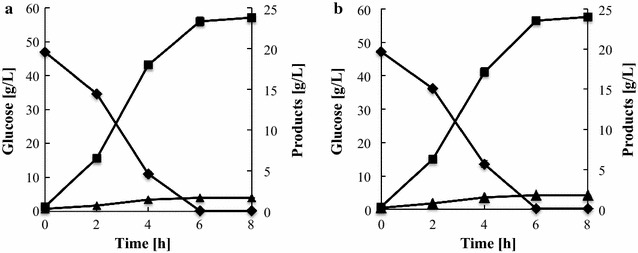
Oxygen-limited fermentation of glucose by **a** YΔG/XK/XI and **b** YΔGP/XK/XI. Glucose (*diamonds*), ethanol (*squares*), glycerol (*triangles*). Data are averages from three independent experiments

**Fig. 2:**
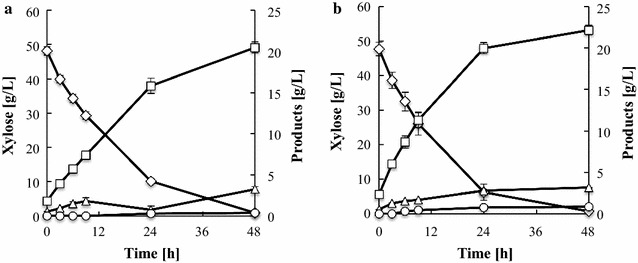
Oxygen-limited fermentation of xylose by **a** YΔG/XK/XI and **b** YΔGP/XK/XI. Xylose (*diamonds*), ethanol (*squares*), glycerol (*triangles*), xylitol (*circles*). Data are averages from three independent experiments

**Table 1:** Comparison of xylose fermentation performance of strains YΔG/XK/XI and YΔGP/XK/XI

Strain	Xylose consumption rate (g/L/h)	Volumetric ethanol productivity (g/L/h)	Ethanol yield (%)	Yield on total sugar		
				Ethanol (g/g-xylose)	Glycerol (g/g-xylose)	Xylitol (g/g-xylose)
YΔG/XK/XI	1.76 ± 0.01	0.57 ± 0.01	80.27 ± 2.59	0.42 ± 0.01	0.07 ± 0.01	0.01 ± 0.00
YΔGP/XK/XI	2.08 ± 0.21	0.88 ± 0.09	86.84 ± 2.21	0.45 ± 0.02	0.06 ± 0.00	0.02 ± 0.00

**Fig. 3:**
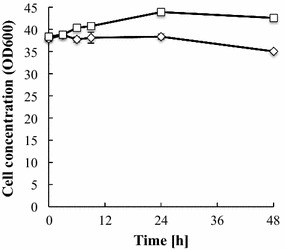
Cell growth during oxygen-limited fermentation. YΔG/XK/XI (*diamonds*) and YΔGP/XK/XI (*squares*). Data are averages from three independent experiments

### DNA microarray transcriptome analysis during xylose fermentation

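RNA of YΔG/XK/XI and YΔGP/XK/XI, which differ by the disruption of *PHO13*, was measured on 3 arrays per strain, 1 for each replicate of the xylose fermentation. The cells had been fermenting 50 g/L xylose for 9 h when the RNA was taken. Each array held 45209 spots in a single colour, and 43792 of them measured yeast genes. Every gene had 1 probe, present in 7 spots, which gave 6256 genes. The authors deposited the intensity of each spot after background subtraction, as Agilent's Feature Extraction software writes it, with no scaling between arrays. A probe was counted as well above background on an array when at least 4 of its 7 spots carried that flag of the software. This held for 96.5 to 97.0% of the probes on the YΔG/XK/XI arrays and for 94.3 to 96.3% on the YΔGP/XK/XI arrays. The 75th percentile of the spot intensities, which shows how bright an array was, ranged from 4631 to 7632 for YΔG/XK/XI and from 3782 to 7095 for YΔGP/XK/XI. No spot was saturated on any of the 6 arrays. The number of arrays, 3 per strain, limits the precision of every value. Because the methods state that expression levels were normalized per chip, each log2 intensity was set against the 75th percentile of its array. Spots marked as outliers, 304 to 466 per array, were left out, and the other spots of a probe were averaged. The strains were compared with limma, a linear model that shares information on the variance across genes, and its p-values were adjusted over all genes by the Benjamini-Hochberg method. The paper's text gives *P* < 0.05 for its fold changes and does not name the test. Replicates 1 and 2 of both strains were hybridized on slide 1 and replicate 3 of both strains on slide 2, so the slides did not coincide with the strains. Across genes, which are not independent replicates, Pearson's r was 0.996 to 0.998 between arrays of the same strain and 0.984 to 0.988 between arrays of different strains.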

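The probe for *PHO13* (YDL236W) was well above background on the 3 arrays of YΔG/XK/XI and on 0 of the 3 arrays of YΔGP/XK/XI. Its normalized log2 signal in YΔG/XK/XI was -0.92 ± 0.14 (SD, n = 3), at least 82.4-fold above that in YΔGP/XK/XI. This bound sets the mean of the YΔG/XK/XI arrays against the higher of 2 signals on each YΔGP/XK/XI array, the probe's own and the lowest among the probes well above background. The background correction moved the bound most, to 24.6-fold with the normexp method. *GRE3* (YHR104W), which was deleted in both strains, was well above background on 0 of the 6 arrays. *XKS1* (YGR194C), overexpressed in both strains, was well above background on all 6 arrays. Its normalized log2 signal was 4.61 ± 0.16 (SD, n = 3) in YΔG/XK/XI and 4.16 ± 0.10 (SD, n = 3) in YΔGP/XK/XI. The log2 fold change of *XKS1*, -0.45 with a standard error of 0.10, passed the threshold (adjusted p = 0.0112, limma).

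**Figure D1:**
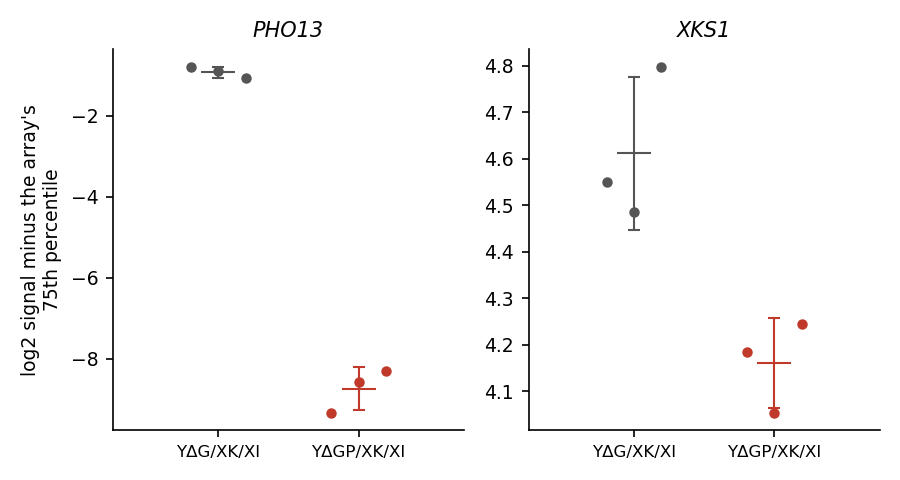
Normalized log2 signal of *PHO13* and *XKS1*, as log2 intensity minus the 75th percentile of the array, on the 3 arrays of YΔG/XK/XI (grey) and the 3 arrays of YΔGP/XK/XI (red), with the mean and SD of each strain. The YΔG/XK/XI mean of *PHO13* is -0.92, and its points for YΔGP/XK/XI are not well above background. The vertical axes of the panels differ.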

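Of the 6256 genes, 1852 differed between the strains at an adjusted p under 0.05 (limma), with 1033 higher and 819 lower in YΔGP/XK/XI. The median gene shifted by less than 0.1 on the log2 scale under each scaling tried. The share of higher and lower genes still depended on the scaling. Scaling to the median of each array gave 838 higher and 1137 lower genes, and quantile normalization gave 917 and 1008. When the background was corrected with normexp, 36 of the 1852 genes changed direction. Without adjustment, 2636 genes had a limma p under 0.05. A comparison of the 2 means without moderation of the variance gave 2305 genes before adjustment and 1215 after it. Most changes were small, and 136 of the 1852 genes changed by more than 2-fold, 97 of them higher and 39 lower. The 3 arrays of one strain did not overlap with those of the other in 2914 genes, or 46.6%, where chance gives 10%. An exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1, so single genes rest on the limma model. With the slide as a block 2301 genes were called, including 1851 of the 1852. All 1852 changed in the same direction on both slides. This is not a separate test, because the arrays of the strains did not overlap in 1843 of them, which fixes the direction. The count depended most on replicate 1 of YΔG/XK/XI, without which 1178 genes were called.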

DNA microarray analysis was carried out to investigate the effect of *PHO13* disruption on global gene expression. RNA was extracted after 9 h of fermentation. 

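*SOL3* (YHR163W), which encodes 6-phosphogluconolactonase, had a normalized log2 signal of -0.55 ± 0.37 (SD, n = 3) in YΔG/XK/XI and 1.43 ± 0.02 (SD, n = 3) in YΔGP/XK/XI. Its log2 fold change was 1.98 with a standard error of 0.16 (adjusted p = 9.11e-05, limma). *GND1* (YHR183W), which encodes 6-phosphogluconate dehydrogenase, rose from 3.49 ± 0.27 to 5.34 ± 0.02 (SD, n = 3 each), a log2 fold change of 1.84 (standard error 0.13, adjusted p = 4.84e-05). The log2 fold changes of the other genes were 1.19 for *TKL1*, 0.97 for the transcription factor gene *STB5*, 0.90 for *TAL1* and 0.52 for *RKI1*. The largest adjusted p of the 6 genes was 0.00124, and in each of them the 3 arrays of YΔGP/XK/XI lay above the 3 arrays of YΔG/XK/XI. The largest shift came from replicate 3 of YΔG/XK/XI, without which the log2 fold change of *SOL3* was 2.19. *SOL3*, *GND1*, *TKL1* and *TAL1* have paralogs, and cross-hybridization between paralogs was not tested.

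**Figure D2:**
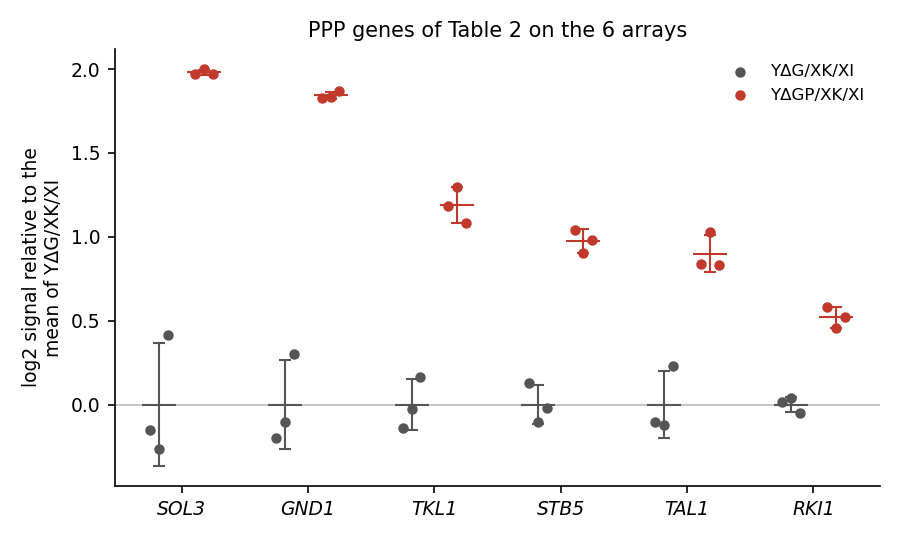
log2 signal of the 6 PPP genes of Table 2 relative to the mean of YΔG/XK/XI, on the 3 arrays of YΔG/XK/XI (grey) and the 3 arrays of YΔGP/XK/XI (red), with the mean and SD of each strain. The YΔGP/XK/XI arrays lie above the YΔG/XK/XI arrays in all 6 genes, with means from 0.52 for *RKI1* to 1.98 for *SOL3*.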

The expression of the PPP-associated genes *GND1*, *SOL3*, *TAL1*, *RKI1*, *TKL1*, and *STB5* was upregulated following *PHO13* disruption. With respect to genes involved in glycolysis and gluconeogenesis, the expression of *ENO1* was upregulated and that of *GCR1*, *PYK2*, *SIP4*, and *RDS2* was downregulated. 

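The log2 fold change of *ENO1* (YGR254W) was 0.33 with a standard error of 0.10 (adjusted p = 0.0405, limma). Its normalized log2 signal was 2.38 ± 0.18 (SD, n = 3) in YΔG/XK/XI and 2.71 ± 0.09 (SD, n = 3) in YΔGP/XK/XI. This was the change nearest to the threshold in the group. *ENO1* lost significance with median scaling (adjusted p = 0.0862) and in 5 of the 6 fits that left out an array. *SIP4* (YJL089W), which encodes a transcription factor, showed the largest decrease, with a log2 fold change of -1.04 (standard error 0.08, adjusted p = 6.38e-05). *PYK2* followed with -0.52 (adjusted p = 0.00328). The changes in *GCR1* and *RDS2* were smaller, with log2 fold changes of -0.30 (adjusted p = 0.0166) and -0.29 (adjusted p = 0.0218). Both fell below significance in some of the fits with an array left out, *GCR1* in 3 and *RDS2* in 4 of them. The 17 enzymes of glycolysis as a set had a mean log2 fold change of 0.07, and they did not differ from the other genes (adjusted p = 0.318, camera). Of these enzymes *ENO1* and *HXK2* were called higher and *PYK2* was called lower, and *HXK2* (log2 fold change 0.36) lost its call with quantile normalization (adjusted p = 0.0502).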

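Among the genes of the TCA cycle and the respiratory chain in Table 2, *NDE1* (YMR145C), which encodes an NADH dehydrogenase, had the highest log2 fold change, 1.04 with a standard error of 0.08 (adjusted p = 6.89e-05, limma). Its normalized log2 signal was 1.15 ± 0.00446 (SD, n = 3) in YΔG/XK/XI and 2.19 ± 0.12 (SD, n = 3) in YΔGP/XK/XI. *ACO1* (YLR304C), which encodes aconitase, rose by nearly as much, with a log2 fold change of 1.02 (standard error 0.11, adjusted p = 4.05e-04). The log2 fold changes of *SDH2*, *IDH2* and *IDH1* were 0.60, 0.49 and 0.48. Smaller increases were found for *ATP7* (0.40), *ATP19* (0.38), *SDH4* (0.32), *SDH3* (0.31), *CMC2* (0.30) and *ATP15* (0.28). The paralog *NDE2* (YDL085W) changed in the opposite direction to *NDE1*, with a log2 fold change of -0.68 (standard error 0.14, adjusted p = 0.00964). That of *PYC1* (YGL062W), which encodes pyruvate carboxylase, was -0.53 (standard error 0.10, adjusted p = 0.00454). Across these 13 genes the arrays of the strains did not overlap, and the largest adjusted p was 0.0420, for *SDH3*. The 4 smallest increases depended on the processing or on single arrays. *SDH3*, *CMC2* and *ATP15* lost significance with median scaling (adjusted p = 0.0937, 0.0567 and 0.0639). *SDH3* also lost it with normexp (adjusted p = 0.0529) and *CMC2* with quantile normalization (adjusted p = 0.0552). *SDH4* lost it only in fits that left out an array, 4 of the 6.

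**Figure D3:**
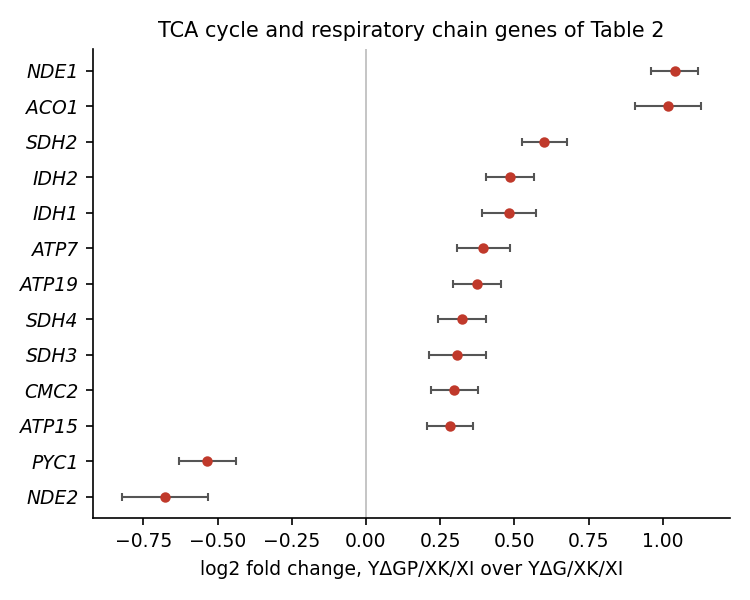
log2 fold change of YΔGP/XK/XI over YΔG/XK/XI for 13 TCA cycle and respiratory chain genes of Table 2, with points for the limma estimate from 3 arrays per strain and bars for its standard error. The values run from -0.68 for *NDE2* to 1.04 for *NDE1*.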

Upregulated expression of the TCA cycle and respiratory chain genes *NDE1*, *ACO1*, *ACO2*, *SDH2*, *IDH1*, *IDH2*, *ATP7*, *ATP19*, *SDH4*, *SDH3*, *CMC2*, and *ATP15* and downregulation of *PYC1* and *NDE2* were demonstrated. In ethanol and acetate biosynthesis from pyruvate, the expression of *ALD6* and *PDC1* was upregulated, while that of *ADH2*, *ALD5*, and *PDC6* was downregulated (Table 2). 

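*ALD6* (YPL061W), which encodes a cytosolic aldehyde dehydrogenase, had a log2 fold change of 1.33 (standard error 0.20, adjusted p = 0.00214, limma). Its normalized log2 signal varied more between the arrays of YΔG/XK/XI (1.57 ± 0.48, SD, n = 3) than between those of YΔGP/XK/XI (2.90 ± 0.10, SD, n = 3). Without replicate 3 of YΔG/XK/XI the log2 fold change of *ALD6* was 1.60. *PDC1* (YLR044C), which encodes the main pyruvate decarboxylase, rose less, with a log2 fold change of 0.42 (standard error 0.09, adjusted p = 0.0125). *ADH2* (YMR303C) had a log2 fold change of -1.68 (standard error 0.14, adjusted p = 9.50e-05). The probe of *ADH2* was dim, with normalized log2 signals of -4.86 ± 0.24 in YΔG/XK/XI and -6.54 ± 0.18 in YΔGP/XK/XI (SD, n = 3 each). With the normexp background correction its log2 fold change was -0.93 (adjusted p = 0.00111). *PDC6* (YGR087C) had a log2 fold change of -0.91 (standard error 0.12, adjusted p = 9.91e-04). *ALD5* (YER073W) showed the smallest change, -0.31 (standard error 0.09, adjusted p = 0.0341). *ALD5* was no longer significant in 5 of the 6 fits that left out an array. These genes belong to families of similar sequence, and cross-hybridization was not tested.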

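The cell cycle genes that the paper lists number 30 in Table S1 and 95 in Table S2. All 125 changed in the direction that the paper lists, and all 125 had an adjusted p under 0.05 over all genes (limma), the largest being 0.0475. All 125 also passed when p was adjusted over the list alone. None of the counts in this paragraph is independent evidence, because the list was chosen on these samples. The fold changes were mostly moderate, with a median of 1.44-fold in the paper's direction. The comparison of the 2 means without moderation of the variance gave p under 0.05 for 122 of the 125. The 3 exceptions were *MMS22* and *CDC27* in Table S2 and *YOR019W* in Table S1. In each of the 125 genes the arrays of YΔGP/XK/XI did not overlap with the arrays of YΔG/XK/XI, and every probe was well above background on all 6 arrays.

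**Figure D4:**
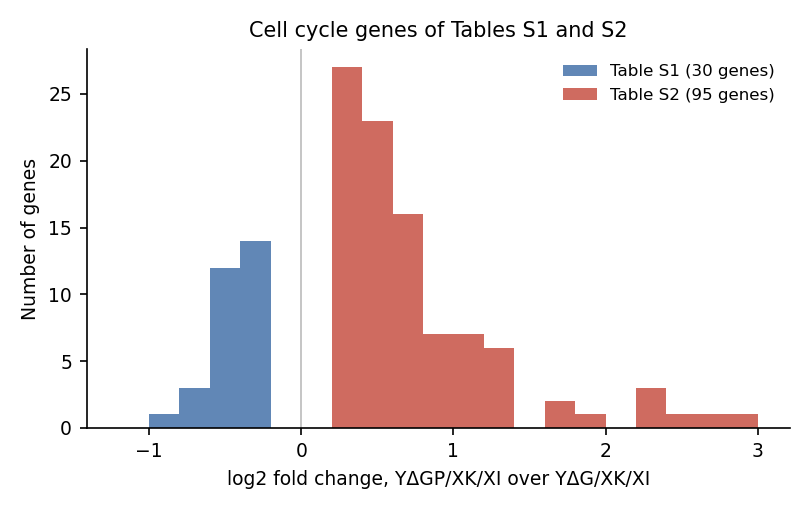
Number of genes of Table S1 (blue, 30 genes) and Table S2 (red, 95 genes) by log2 fold change of YΔGP/XK/XI over YΔG/XK/XI, estimated by limma from 3 arrays per strain. The genes of Table S1 lie below 0 and those of Table S2 above 0, up to 2.83 for *CLN1*.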

Interestingly, the expression of 125 genes involved in the cell cycle was altered by disruption of *PHO13* (Additional file 1: Tables S1, S2).

**Table 2:** Changes in gene expression after 9 h of oxygen-limited fermentation of xylose

Gene	Category	Fold change	Annotated function
*SOL3*	Pentose phosphate pathway	*3.96*	6-Phosphogluconolactonase
*GND1*		*3.60*	6-Phosphogluconatedehydrogenase
*TKL1*		*2.28*	Transketolase
*STB5*		*1.97*	Transcription factor
*TAL1*		*1.87*	Transaldolase
*RKI1*		*1.44*	Ribose-5-phosphate ketol-isomerase
*ENO1*	Glycolysis and gluconeogenesis	*1.26*	Phosphopyruvate hydratase
*RDS2*		1.22	Transcription factor
*GCR1*		1.23	Transcriptional activator
*PYK2*		1.43	Pyruvate kinase
*SIP4*		2.05	C6 zinc cluster transcriptional activator
*NDE1*	Tricarboxylic acid cycle and respiratory chain	*2.06*	Mitochondrial external NADH dehydrogenase, a type II NAD(P)H
*ACO1*		*2.03*	Aconitase
*ACO2*		*1.58*	Putative mitochondrial aconitase isozyme
*SDH2*		*1.52*	Iron-sulfur protein subunit of succinate dehydrogenase
*IDH1*		*1.40*	Subunit of mitochondrial NAD^+^-dependent isocitrate dehydrogenase
*IDH2*		*1.40*	Subunit of mitochondrial NAD^+^-dependent isocitrate dehydrogenase
*ATP7*		*1.32*	Subunit d of the stator stalk of mitochondrial F1F0 ATP synthase
*ATP19*		*1.30*	Subunit k of the mitochondrial F1F0 ATP synthase
*SDH4*		*1.25*	Membrane anchor subunit of succinate dehydrogenase
*SDH3*		*1.24*	Cytochrome b subunit of succinate dehydrogenase
*CMC2*		*1.23*	Protein of the mitochondrial intermembrane space with a role in respiratory chain complex assembly or maintenance
*ATP15*		*1.22*	Epsilon subunit of the F1 sector of mitochondrial F1F0 ATP synthase
*PYC1*		1.45	Pyruvate carboxylase isoform
*NDE2*		1.60	Mitochondrial external NADH dehydrogenase, catalyzes the oxidation of cytosolic NADH
*ALD6*	Ethanol production and utilization	*2.51*	Cytosolic aldehyde dehydrogenase
*PDC1*		*1.34*	Major of three pyruvate decarboxylase isozymes
*ALD5*		1.24	Mitochondrial aldehyde dehydrogenase
*PDC6*		1.87	Minor isoform of pyruvate decarboxylase
*ADH2*		3.20	Glucose-repressible alcohol dehydrogenase II

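All 30 genes of Table 2 changed in the direction given there and had an adjusted p under 0.05, both over all 6256 genes and adjusted over the list alone. Neither count is independent evidence, since the genes were chosen on these samples. The comparison of the 2 means without moderation of the variance also gave p under 0.05 for the 30 genes, which the same choice favours. Their fold changes ranged from 1.22 to 3.95 with a median of 1.44, and the ratio to the paper's reported value lay between 0.995 and 1.005. Every probe was well above background on the 6 arrays. With median scaling 26 of the 30 genes were called, and with an array left out between 22 and 29 were called. Under every alternative 22 genes stayed significant, and the other 8, which lost significance under at least 1 alternative, were *ALD5*, *ATP15*, *CMC2*, *ENO1*, *GCR1*, *RDS2*, *SDH3* and *SDH4*.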

Fold change (*P* < 0.05) is the ratio of expression in YΔGP/XK/XI relative to that in YΔG/XK/XI. Italics indicates up-regulated expression in YΔGP/XK/XI

### Metabolite analysis using LC-QqQ-MS

Intracellular metabolites were extracted at 3, 6, and 9 h after the initiation of xylose fermentation. YΔGP/XK/XI demonstrated a significantly lower sedoheptulose 7-phosphate (S7P) level than YΔG/XK/XI (Fig. 4). The level of 6-phospho-d-gluconate (6PG) was higher in YΔGP/XK/XI than YΔG/XK/XI. The ATP level was increased in YΔGP/XK/XI.

**Fig. 4:**
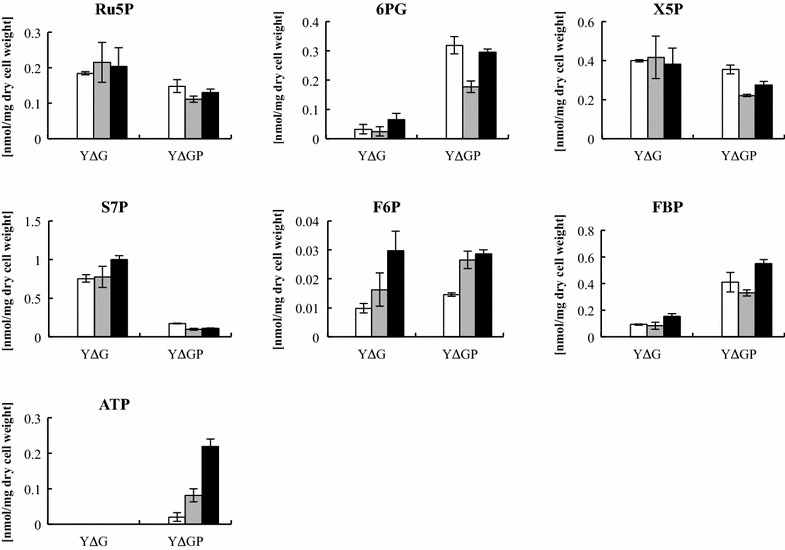
Intracellular metabolite concentrations in YΔG/XK/XI (YΔG) and YΔGP/XK/XI (YΔGP) after 3 h (*white bars*), 6 h (*gray bars*), and 9 h (*black bars*) of xylose fermentation. Data are averages from three independent experiments. *FBP* fructose-1,6-bisphosphate, *F6P* fructose-6-phosphate, *6PG* 6-phosphogluconate, *Ru5P* ribulose-5-phosphate, *S7P* sedoheptulose-7-phosphate, *X5P* xylulose-5-phosphate

## Discussion

In this study, xylose assimilation by *S. cerevisiae* was improved by integrating multiple copies of *xylA* (n = 15) into the yeast chromosome using the δ-integration method in combination with disruption of the *PHO13* gene. YΔGP/XK/XI demonstrated a xylose consumption rate of 2.08, 0.88 g/L/h volumetric ethanol productivity, and 86.8 % theoretical ethanol yield (0.45 g-ethanol/g-xylose), whereas the xylose consumption rate, volumetric ethanol productivity, and ethanol yield of the control strain YΔG/XK/XI were 1.76, 0.57 g/L/h, and 80.3 %, respectively (Table 1).

Recently, many metabolic engineering strategies have been employed to improve xylose assimilation by XI-expressing strains (Table 3). For example, Lee et al. (2014) constructed a strain designated SXA-R2P-E, which harbored two copies of the *PiromycesxylA* variant and overexpressed *Scheffersomyces stipitistal1* and endogenous *XKS1* in combination with disruption of *GRE3* and *PHO13*. Adaptive evolution of the SXA-R2P-E strain led to a xylose consumption rate of 0.98 and 0.44 g/g-cell/h specific ethanol productivity in anaerobic fermentation using a bioreactor (Table 3). Zhou et al. (2012) constructed a strain designated H131-A3-AL^CS^, which harbored multiple copies of *PiromycesxylA* and overexpressed *S. stipitisXYL3* and PPP genes (*S. stipitisTAL1* and endogenous *TKL1*, *RPE1*, and *RKI1*) in combination with the introduction of *ARG4* and *LEU2* for recovery of auxotrophic markers. Adaptive evolution of strain H131-A3-AL^CS^ led to a xylose consumption rate of 1.87 and 0.77 g/g-cell/h specific ethanol productivity in anaerobic fermentation using a bioreactor (Table 3). A number of XI-expressing, xylose-assimilating strains have been constructed, as noted above; however, these strains were constructed by complex gene recombination and adaptive evolution, which can be time-consuming and laborious. Adaptive evolution is widely used for improving xylose assimilation, although it is difficult to reproduce the same strain. In this study, we developed a novel xylose-assimilating strain, YΔGP/XK/XI, by combining δ-integration and *PHO13* disruption. YΔGP/XK/XI exhibited a xylose consumption rate of 0.31 and 0.11 g/g-cell/h specific ethanol productivity in oxygen-limited batch fermentation (Table 3).

**Table 3:** Comparison of xylose assimilation by *XI*-harboring recombinant strains

Strain	Description	Adaptation process	Fermentation conditions	Medium	Specific xylose consumption rate (g/g-cell/h)	Specific ethanol productivity (g/g-cell/h)	Ethanol yield (g/g-xylose)	References
YΔG/XK/XI	*Orpinimyces* *xylA*, *XKS1*, Δ*GRE3*	–	Oxygen-limited batch fermentation in 100-mL bottle	C	0.23	0.08	0.42	This study
YΔGP/XK/XI	*Orpinimyces* *xylA*, *XKS1*, Δ*GRE3*, Δ*PHO13*	–	Oxygen-limited batch fermentation in 100-mL bottle	C	0.31	0.11	0.45	This study
SXA-R2P-E	*Piromyces* *xylA* variant, *Scheffersomyces stipitis* *tal1*, *XKS1*, Δ*GRE3*, Δ*PHO13*, Evolved	Xylose adaptation	Oxygen-limited batch fermentation in 50-mL vial	S	0.14	0.05	NR	Lee et al. (2014)
SXA-R2P-E	*Piromyces* *xylA* variant, *Scheffersomyces stipitis* *tal1*, *XKS1*, Δ*GRE3*, Δ*PHO13*, Evolved	Xylose adaptation	Anaerobic batch fermentation in bioreactor	S + a. g.	0.98	0.44	0.45	Lee et al. (2014)
H131-A3-AL^CS^	*Piromyces* *xylA*, *S. stipitis XYL3*, *S. stipitis TAL1*, *TKL1*, *RPE1*, *RKI1*, *ARG4*, *LEU2*, Evolved	Xylose adaptation	Anaerobic batch fermentation in bioreactor	2 × S + a. g.	1.87	0.77	0.41	Zhou et al. (2012)
ADAP8	*Orpinimyces* *xylA*, *XKS1*, *SUT1*, Evolved	Xylose adaptation	Oxygen-limited batch fermentation in 100-mL bottle	C	NR	0.038	0.48	Madhavan et al. (2009b)
TMB3066	*Piromyces xylA*, *XKS1*, *TAL1*, *TKL1*, *RKI1*, *RPE1*, Δ*GRE3*	–	Anaerobic batch fermentation in 25-mL serum flask	S + a. g.	0.05	0.02	0.43	Karhumaa et al. (2007)
RWB 217	*Piromyces xylA*, *XKS1*, *TAL1*, *TKL1*, *RKI1*, *RPE1*, Δ*GRE3*	–	Anaerobic batch fermentation in bioreactor	S + a. g.	1.06	NR	0.43	Kuyper et al. (2005a)

*NR* not reported, *C* complex medium (10 g/L yeast extract, 20 g/L peptone), *S* synthetic medium (6.7 g/L yeast nitrogen base, appropriate nucleotides and amino acids), *a. g.* anaerobic growth factors (0.01 g/L ergosterol, 0.4 g/L Tween 80)

The effect of *PHO13* disruption on intracellular metabolism of XR/XDH-based strains has been investigated. Kim et al. (2015) reported upregulated expression of PPP and fermentative metabolism (glycolysis and ethanol production) genes (*GND1*, *SOL3*, *TAL1*, *GPM1*, *ENO1*, *CDC19*, *ADH1*, and *ADH5*) in an XR/XDH-expressing strain. In contrast, the expression of various genes involved in respiratory metabolism (TCA cycle and ethanol utilization; *PYC1*, *CIT3*, *ALD4*, *ADH2*, and *ACS1*) was downregulated by *PHO13* disruption. The transcription factor STB5, a zinc-finger protein that upregulates the expression of PPP and NADPH-producing genes under conditions of oxidative stress and NADPH limitation (Larochelle et al. 2006; Hector et al. 2009), was upregulated by *PHO13* disruption. The deletion of *PHO13* in an XR/XDH-overexpressing strain was shown to improve xylose fermentation (Ni et al. 2007; van Vleet et al. 2008; Shen et al. 2012; Fujitomi et al. 2012; Kim et al. 2013; Li et al. 2014). Kim et al. (2013) constructed a *PHO13* knockout strain SR7 *pho13Δ*, which indicate high specific ethanol productivity of 0.25 g/g-cell/h in oxygen limited fermentation. Li et al. (2014) constructed a *PHO13* knockout industrial strain NAPX37/Δ*PHO13*, which also indicates high specific ethanol productivity of 1.67 g/g-cell/h in oxygen limited fermentation. The enhancement of xylose assimilation ability is possibly due to upregulation of the PPP and elimination of the redox imbalance caused by NAD^+^ reduction by XR and NADPH oxidation by XDH (Kim et al. 2015).

In the present study, the effect of *PHO13* disruption on intracellular metabolism of the XI-expressing strain was investigated by transcriptome and metabolome analysis using DNA microarray and LC-QqQ-MS methods, respectively. We revealed that the expression of 12 TCA cycle and respiratory chain genes (*NDE1*, *ACO1*, *ACO2*, *SDH2*, *IDH1*, *IDH2*, *ATP7*, *ATP19*, *SDH4*, *SDH3*, *CMC2*, and *ATP15*) was upregulated (Table 2). 

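The genes named here are part of larger groups on the array. A set of 22 genes for the TCA cycle and related enzymes had a mean log2 fold change of 0.12, and 16 of them were higher in YΔGP/XK/XI. Its members include *PYC1* (-0.53), *PYC2* (-0.23), *CIT2* (-0.31), *MDH2* (-0.04) and *MDH3* (0.09), whose enzymes lie outside the mitochondrial cycle. The set was not tested without them, so its result is not that of the cycle alone. The 22 genes as a set did not differ from the other genes (adjusted p = 0.184, camera), with 7 called higher and 2 called lower. The set passed the threshold only without replicate 3 of YΔG/XK/XI, at a mean of 0.18 (adjusted p = 0.0199), and over all alternatives its adjusted p ranged from 0.0199 to 0.534. The enzymes called lower were *PYC1* and *CIT3* (YPR001W), and the log2 fold change of *CIT3* was -1.10 (standard error 0.13, adjusted p = 6.435e-04, limma). The 35 genes of the respiratory chain and ATP synthase had a mean log2 fold change of 0.09 (adjusted p = 0.261, camera). In this set 25 genes were higher, 5 were called higher and 2 were called lower. Of its called genes *ATP3* (0.22, adjusted p = 0.0478) and *CYT1* (-0.24, adjusted p = 0.0379) are not in Table 2, and both lost significance in each of the 6 fits that left out an array. *ATP3* also lost it with median scaling (adjusted p = 0.131), the alternative that moved it most.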

The expression of PPP genes (*GND1*, *SOL3*, *TAL1*, *RKI1*, *TKL1*, and *STB5*) was upregulated. 

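Cyclin genes of the *CLN* and *CLB* families were among the largest changes in the tables of cell cycle genes. The G1 cyclin gene *CLN1* (YMR199W) had a normalized log2 signal of -3.56 ± 0.06 (SD, n = 3) in YΔG/XK/XI and -0.73 ± 0.17 (SD, n = 3) in YΔGP/XK/XI. Its log2 fold change was 2.83 (standard error 0.10, adjusted p = 1.3e-06, limma). *CLN2* followed with 1.94 (standard error 0.08) and *CLN3* with 0.56 (standard error 0.15). Of the B-type cyclin genes, *CLB2* had a log2 fold change of 2.29 (standard error 0.07), *CLB1* of 2.24 (standard error 0.09), *CLB6* of 1.71 (standard error 0.09) and *CLB5* of 0.40 (standard error 0.11). *CLB4* changed in the other direction, with a log2 fold change of -0.63 (standard error 0.08, adjusted p = 6.20e-04). The background correction with normexp moved the log2 fold change of the dim probe of *CLB2* most, to 1.59. *CLB5* lost significance with median scaling (adjusted p = 0.0507), with quantile normalization (adjusted p = 0.05002) and without replicate 1 of YΔG/XK/XI (adjusted p = 0.0929). *CLN3* lost it without replicate 1 (adjusted p = 0.0599) or replicate 2 (adjusted p = 0.0609) of YΔGP/XK/XI.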

125 genes involved in the cell cycle were dramatically altered by *PHO13* disruption (Additional file 1: Tables S1, S2). Metabolome analysis demonstrated a decrease in the level of S7P, an increase in the level of 6PG, and accumulation of ATP by *PHO13* deletion during xylose fermentation (Fig. 4).

According to previous studies, *S. cerevisiae* exhibits lower flux of the non-oxidative PPP than *S. stipitis* (Fiaux et al. 2003; Kötter and Ciriacy 1993) Utilization of S7P would be a rate-limiting step in the non-oxidative PPP (Jin et al. 2005; Johansson and Hahn-Hägerdal 2002; Kötter and Ciriacy 1993). Jin et al. (2003) indicated that the low flux of the non-oxidative PPP is likely due to insufficient supply of ATP required in excess activity of XK reaction. In fact, ATP is not accumulated in YΔG/XK/XI strain in this study (Fig. 4). Overexpression of PPP genes has improved ethanol yield and productivity in recombinant xylose-fermenting yeast strains (Kuyper et al. 2005a; Lu and Jeffries 2007). 

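In the non-oxidative part of the PPP, the normalized log2 signal of *TKL1* (YPR074C), which encodes transketolase, was 1.73 ± 0.15 in YΔG/XK/XI and 2.92 ± 0.11 in YΔGP/XK/XI (SD, n = 3 each). That of *TAL1* (YLR354C), which encodes transaldolase, was 1.41 ± 0.20 and 2.31 ± 0.11 (SD, n = 3 each). For *RKI1* (YOR095C), which encodes ribose-5-phosphate ketol-isomerase, the signals were -4.29 ± 0.05 and -3.77 ± 0.06 (SD, n = 3 each). These differences were several times larger than the spread between replicates (adjusted p = 1.03e-04, 7.48e-04 and 0.00124, limma). The remaining enzymes of this part were not called. *RPE1* had a log2 fold change of 0.22 (standard error 0.08, adjusted p = 0.0673), which passed the threshold with an intensity trend in the variance model (adjusted p = 0.0427), with the slide as a block (adjusted p = 0.0338) and without replicate 3 of YΔG/XK/XI (adjusted p = 0.0390). *TKL2*, the paralog of *TKL1*, had a log2 fold change of -0.47 (standard error 0.18, adjusted p = 0.0857) and was called lower with quantile normalization (adjusted p = 0.0398) and with the slide as a block (adjusted p = 0.0108). *NQM1*, the paralog of *TAL1*, had a log2 fold change of -0.28 (standard error 0.19, adjusted p = 0.292).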

In the present study, the non-oxidative PPP genes (*TKL1*, *TAL1*, *RKI1*) was upregulated by the deletion of *PHO13*, which should be the reason of the reduction in S7P pool size (Fig. 4). The oxidative PPP genes (*SOL3* and *GND1*) and *STB5* encoding transcription factor was also upregulated by *PHO13* deletion. 

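The signal of *STB5* (YHR178W) was -3.91 ± 0.12 in YΔG/XK/XI and -2.94 ± 0.07 in YΔGP/XK/XI (normalized log2, SD, n = 3 each). The other enzymes of the oxidative part were not called. *ZWF1*, which encodes glucose-6-phosphate dehydrogenase, had a log2 fold change of -0.06 (standard error 0.11, adjusted p = 0.717, limma), and *SOL4*, the paralog of *SOL3*, of 0.10 (standard error 0.13, adjusted p = 0.607). *GND2*, the paralog of *GND1*, had a log2 fold change of 0.65 (standard error 0.24, adjusted p = 0.0768). It was called higher with an intensity trend in the variance model (adjusted p = 0.0388), with the slide as a block (adjusted p = 0.0249) and without replicate 3 of YΔG/XK/XI, where its log2 fold change was 0.99 (adjusted p = 5.91e-04). The 11 PPP enzymes together had a mean log2 fold change of 0.60 and lay above the other genes (adjusted p = 0.00554, camera) and above 0 (adjusted p = 0.0170, fry). Their mean was 0.74 on slide 1 and 0.33 on slide 2, which held 1 array of each strain. Leaving out replicate 3 of YΔG/XK/XI moved the mean most, to 0.75. From the upregulation of *TKL1*, *TAL1* and *RKI1*, the paper reasons that these enzymes account for the smaller pool of S7P in YΔGP/XK/XI.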

Kim et al. (2015) indicated STB5 upregulated *GND1* expression in a pho13Δ mutant. When recombinant xylose-fermenting *S. cerevisiae* strains assimilate xylose, metabolites produced via the non-oxidative PPP can be converted to 6PG via gluconeogenesis and the oxidative-PPP (Grotkjær et al. 2005; Wasylenko and Stephanopoulos 2015). 6PG is the substrate of GND1p. Since GND1p requires NADP^+^ as a coenzyme, upregulation of *GND1* might cause redox imbalance and accumulate 6PG by depletion of NADP^+^. Since the oxidative PPP generates CO_2_, reduced flux of the oxidative PPP might increase ethanol yield from xylose consumed.

Previously, *PHO13* disruptants indicated high growth ability on xylose medium (Fujitomi et al. 2012; Kim et al. 2013, 2015; Lee et al. 2014; Li et al. 2014; van Vleet et al. 2008). In the present study, YΔGP/XK/XI demonstrated slightly higher cell concentration than the control strain on xylose fermentation (Fig. 3). We found that *PHO13* disruption upregulates PPP-gene expression in *XI*-harboling strain and that transcriptional level of 125 cell cycle genes was altered (Additional file 1: Tables S1, S2). NADPH supplied by PPP is required for biosynthetic processes and biomass yield (Blank et al. 2005). Thus, PHO13 should be one of the factors affecting yeast cell growth.

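Lists of genes with known peaks in the cell cycle were set against all other genes on the array. The 36 genes of G1/S had a mean log2 fold change of 0.93, with 35 of them higher in YΔGP/XK/XI and 26 called higher (adjusted p = 5.96e-17, camera). The 23 genes of G2/M had a mean of 0.88, with 21 higher and 18 called higher (adjusted p = 2.61e-10, camera), and *CDC20* was called lower at -0.56 (adjusted p = 0.00408, limma). The 27 genes of M/G1 had a mean of 0.55, with 25 higher and 18 called higher (adjusted p = 1.18e-08, camera). The 10 histone genes rose less, with a mean of 0.26, and 3 of them were called higher. All 4 lists also differed from 0 with fry, which estimates the correlation between genes. The means on slides 1 and 2 were 0.95 and 0.89 for G1/S, 0.93 and 0.78 for G2/M, and 0.52 and 0.59 for M/G1. The study's tables or text name 12 of the G1/S genes, 13 of the G2/M genes and 10 of the M/G1 genes, and these were chosen on the same samples. The paper also cites the growth of *PHO13* disruptants on xylose in earlier studies and its own slightly higher cell concentration of YΔGP/XK/XI. From this growth, the PPP genes, the cell cycle genes and the need for NADPH in biosynthesis, it proposes that *PHO13* is a factor in yeast growth.

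**Figure D5:**
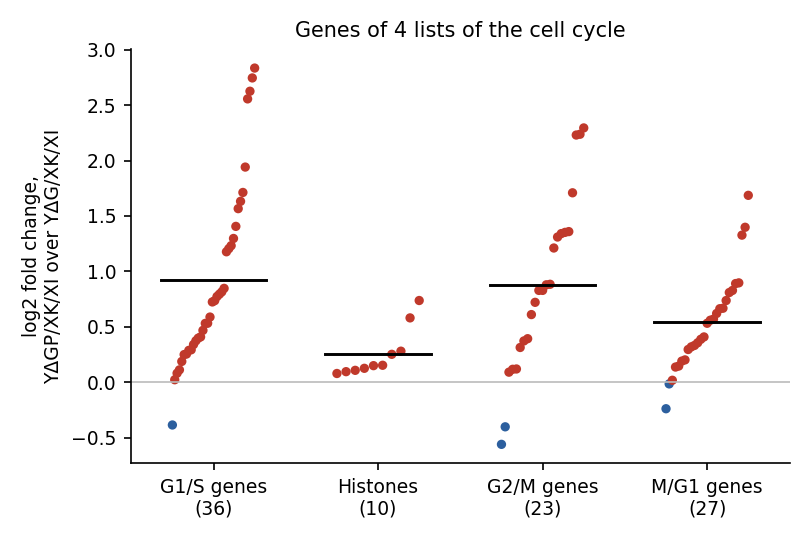
log2 fold change of YΔGP/XK/XI over YΔG/XK/XI of the single genes of 4 cell cycle lists (limma, 3 arrays per strain), sorted within each list, in red where above 0 and in blue where below. Black lines mark the means, 0.93 for G1/S, 0.26 for histones, 0.88 for G2/M and 0.55 for M/G1, and the number of genes is given under each list.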

This study is the first to demonstrate that disruption of *PHO13* enhances the xylose consumption rate, ethanol productivity, ethanol yield, and cell growth in an XI-expressing, xylose-fermenting yeast strain under oxygen-limited conditions (Fig. 2).

## Additional file

10.1186/s13568-015-0175-7 Down-regulated cell cycle genes after 9 h on oxygen-limited fermentation of xylose (**Table S1**) and up-regulated cell cycle genes after 9 h on oxygen-limited fermentation of xylose (**Table S2**).

# Supplementary material for: Disruption of PHO13 improves ethanol production via the xylose isomerase pathway
**Source:** AMB Express. 2016 Jan 14;6:4. doi: 10.1186/s13568-015-0175-7
**Supplement:** Supplementary file 1 — 10.1186/s13568-015-0175-7 Down-regulated cell cycle genes after 9 h on oxygen-limited fermentation of xylose (Table S1) and up-regulated cell cycle genes after 9 h on oxygen-limited fermentation of xylose (Table S2).

## **Supplementary material**

### **AMB Express**

#### **Title:**

Disruption of *PHO13* improves ethanol production via xylose isomerase pathway

#### **Authors:**

Takahiro Bamba<sup>a</sup>, Tomohisa Hasunuma<sup>b</sup> and Akihiko Kondo<sup>a,c</sup>

Nada, Kobe 657-8501, Japan

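Table S1 lists the cell cycle genes that the paper found lower in YΔGP/XK/XI, with the fold change as the ratio of the signals of the strains. The 30 genes were found on the array by symbol, except 1 that was matched by its systematic name, YPR109W. The fold decreases computed here ranged from 1.18 to 1.87 with a median of 1.35. The largest was that of *TAH11* (YJR046W), whose normalized log2 signal was 2.59 ± 0.08 in YΔG/XK/XI and 1.69 ± 0.05 in YΔGP/XK/XI (SD, n = 3 each). Its log2 fold change was -0.90 with a standard error of 0.07 (adjusted p = 1.02e-04, limma). *BFA1* followed with -0.70 (adjusted p = 7.80e-04). The smallest was that of *MCM22*, with a log2 fold change of -0.24 (standard error 0.07, adjusted p = 0.0391). These changes were close to the limit of what 3 arrays per strain resolve. Without replicate 1 of YΔG/XK/XI 17 of the 30 genes were called, and up to 24 were called with another array left out. The normexp background correction left 26 genes called and lost *BFA1*, *MCM22*, *SSP1* and *ZIP2*, with a log2 fold change of *SSP1* of -0.05 (adjusted p = 0.787). *SSP1* lost significance with quantile normalization too (adjusted p = 0.118). Under every alternative 14 of the 30 genes stayed significant.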

**Table S1** Down-regulated cell cycle genes after 9 h on oxygen-limited fermentation of xylose. Fold change ( $p < 0.05$ ) is the ratio of expression in YΔGP/XK/XI relative to YΔG/XK/XI

---

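Table S2 lists the cell cycle genes that the paper found higher in YΔGP/XK/XI. For its 95 genes the fold increases computed here ranged from 1.20 to 7.13 with a median of 1.49, and 22 of them were above 2-fold. Besides the *CLN* and *CLB* genes, the largest log2 fold changes were 2.75 for *PCL1*, which encodes another cyclin (standard error 0.10), 2.56 for *YOX1* (standard error 0.08), 2.23 for *YHP1* (standard error 0.08) and 1.63 for *MCD1* (standard error 0.07). The smallest was that of *CDC28*, 0.26 with a standard error of 0.07 (adjusted p = 0.0258, limma). The scaling of the arrays affected the small increases, with 81 of the 95 genes called after quantile normalization and 84 after median scaling. With an array left out between 76 and 85 were called. Under every alternative 71 of the 95 genes stayed significant, and the others lost significance under at least 1.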

**Table S2** Up-regulated cell cycle genes after 9 h on oxygen-limited fermentation of xylose. Fold change ( $p < 0.05$ ) is the ratio of expression in YΔGP/XK/XI relative to YΔG/XK/XI

---

How the deposited data were processed for this re-analysis (not part of the article)

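RNA from the xylose fermentation of YΔG/XK/XI and YΔGP/XK/XI at 9 h was analysed, with 3 replicates of each strain and 1 single-colour Agilent yeast array per replicate. The authors deposited, for each array, the output of Feature Extraction, in which each spot has an intensity after background subtraction, a median raw intensity and a median background intensity in scanner units. The intensities carry no scaling between arrays and were converted to log2 here. The authors also deposited a table of log2 values, which was checked against the intensities. It corresponds to a shift of each array to its 75th percentile followed by centring of each probe on its median over the 6 arrays (r of 0.9999 or above, largest median difference 0.006). The paper's methods state that the levels were normalized per chip and that GeneSpring GX was used.

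Of the 45209 spots of an array, 43792 measure yeast genes and the control spots were left out. Each of the 6256 probes has 7 spots, and each gene has 1 probe, so a comparison between probes of a gene was not applicable and cross-hybridization between paralogs was not tested. Spots marked as outliers by Feature Extraction were left out, the remaining spots of a probe were averaged on the log2 scale, and the 75th percentile of the array was subtracted. No spot was saturated. The median background was 21 to 24 intensity units, against a median 75th percentile of 6750 for YΔG/XK/XI and 5574 for YΔGP/XK/XI. The median SD between the spots of a probe was 0.0542 to 0.0626 on the log2 scale. A probe counted as well above background on an array when at least 4 of its spots carried this mark, which held for a median of 96.6% of the probes in YΔG/XK/XI and 95.6% in YΔGP/XK/XI. For a probe well above background on no array of one strain, only a lower bound of the fold change is given. No fold change is given for a probe well above background on none of the 6 arrays, or on 1 array of one strain and none of the other.

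Genes were named by the symbol on the array, and 5756 of the 6256 systematic names were found in the R64 assembly, which served only to check names and neighbouring genes. The build against which the probes were designed is not stated, and no coordinates were used. The xylose isomerase gene and the KanMX marker were not analysed here. The values of some single genes are not reported here.

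The strains were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, prior degrees of freedom 4.29, median standard error 0.0878 on the log2 scale). The p-values were adjusted by the Benjamini-Hochberg method over all 6256 genes, and a gene was called at an adjusted p under 0.05. For comparison, genes were also counted at an unadjusted p under 0.05 and by a comparison of the 2 means without moderation of the variance. For the genes of Table 2, Table S1 and Table S2, p was also adjusted over the list alone. Fold changes are YΔGP/XK/XI over YΔG/XK/XI. The slides were read from the array identifiers, and slide 1 held replicates 1 and 2 of both strains and slide 2 held replicate 3 of both.

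Gene sets were tested with camera at a preset correlation of 0.01, with fry as the alternative, and adjusted over the 15 sets. Camera compares a set with the other genes, and fry tests the set against no change. The sets were PPP enzymes, glycolysis enzymes, TCA cycle enzymes, respiratory chain and ATP synthase, gluconeogenesis and C2 utilization, stress response, ribosomal proteins, ribosome biogenesis, G1/S genes, histones, G2/M genes, M/G1 genes, phosphate regulon, iron regulon and hexose transporters. Their members were written from general knowledge of yeast genes. A list of 45 genes for RNA polymerase I and III subunits and translation factors was added after the set results. Single genes from the strain construction, the neighbours of *PHO13* and genes named in the discussion of the paper were also listed. To test whether brightness explains the mean of a set, 10000 random lists of the same size and of similar mean signal were drawn. The genes named in the text are those the paper names, the members of the sets, and the 10 called genes with the largest change in each direction.

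The alternatives were background correction with normexp (offset 50), quantile normalization, scaling to the median of each array, only probes well above background on every array of at least 1 strain, the median over spots, outlier spots kept, an intensity trend in the variance model, the replicate number as a block, the slide as a block, the deposited log2 table, and each array left out in turn. The files hold no mean raw intensity, so normexp was run on the median raw and background intensities. The comparison, the sets, the rule for naming genes and these alternatives were set before the data were examined.

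The comparison was tested on simulated data with the spread of these arrays, in which 200 genes were changed. It found 167 of them (83.5%), with 0 in the wrong direction, and 9 unchanged genes were among the calls (5.1%). Of the changes of 0.5 on the log2 scale it found 60.9%, and of those of 1 it found 91.3%. The simulated genes varied independently, so errors shared by the genes of an array or a slide were not simulated. Far fewer genes were changed than the 1852 called in the data, which makes the adjusted threshold stricter. The shares found therefore do not carry over to the data. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.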

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

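The tests of probe brightness, of each slide and of growth in this part were chosen only after the set results were seen. Each set below differed in its mean from the other genes (camera) and from 0 (fry), although not every member changed, and the paper reports on none or nearly none of its genes. With 3 arrays against 3 there are only 10 ways to group the arrays, too few to exclude chance by regrouping alone, so for all 5 sets this rests on the models.

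The 137 ribosomal protein genes had a mean log2 fold change of 0.74 in YΔGP/XK/XI, with 135 of them higher, 126 called higher and 0 called lower (limma). The set lay above the other genes (adjusted p = 3.76e-43, camera) and above 0 (adjusted p = 3.82e-04, fry), and its mean ranged from 0.68 to 0.79 over the alternatives, all array scalings included. Brightness of the probes does not account for it, because the central 95% of random lists of similar signal reached only 0.0416. The slides do not account for it either, with means of 0.725 on slide 1 and 0.78 on slide 2. A candidate explanation is faster growth of YΔGP/XK/XI at the time of sampling, since a separate list of 45 genes for RNA polymerase I and III subunits and translation factors was also higher, with a mean of 0.23, 38 genes higher, 17 called higher and 1 called lower. This list belongs to the same machinery of protein synthesis, so it is not an independent test of growth. The paper reports that the cell density of YΔGP/XK/XI rose in the xylose fermentation, while that of YΔG/XK/XI hardly changed. The growth rate at 9 h was not analysed here. Many of these genes come in pairs of similar sequence, and cross-hybridization within pairs was not tested.

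The 45 ribosome biogenesis genes had a mean log2 fold change of 0.34, with 44 higher, 24 called higher and 0 called lower (adjusted p = 4.44e-08, camera, and 0.0277, fry). The paper's tables hold 1 of them. The mean ranged from 0.25 to 0.40 over the alternatives. Random lists of similar signal reached 0.16, and the means on slides 1 and 2 were 0.27 and 0.47, so brightness and slide do not account for the whole difference. Faster growth may apply to this set as to the ribosomal protein genes. The growth list was the only check of it on these arrays, and it is not independent of this set.

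The 10 histone genes had a mean log2 fold change of 0.26 (adjusted p = 0.00957, camera, and 0.00167, fry), and all 10 were higher. Only *HHO1* (0.74), *HTA2* (0.58) and *HTZ1* (0.28) were called, and the median of the set was 0.15. The mean ranged from 0.20 to 0.27 over the alternatives. Random lists of similar signal reached 0.19, and the means on slides 1 and 2 were 0.28 and 0.20. Brightness and slide therefore leave a small difference that rests mainly on these 3 genes. A larger share of dividing cells, which is weighed under the other observations, may include it. The histone genes come in similar copies, and cross-hybridization between them was not tested.

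The 16 genes of the phosphate regulon had a mean log2 fold change of -0.36 (adjusted p = 0.00430, camera, and 0.00571, fry). Of these, 12 were lower and 8 were called lower, with the largest changes in *PHO89* (-1.51) and *PHO84* (-1.25), while *PHO11* (0.30) and *PHO12* (0.35) were called higher. The mean ranged from -0.42 to -0.31 over the alternatives. Random lists of similar signal went down to -0.10, and the means on slides 1 and 2 were -0.30 and -0.48, which argues against brightness and slide as the whole cause. *PHO13* itself is not in the set. A change in phosphate use in the strain without *PHO13* remains open, and no biological explanation was tested.

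The 23 genes of the iron regulon had a mean log2 fold change of -0.33 (adjusted p = 1.20e-04, camera, and 0.0103, fry). One of them, *FRE5*, was well above background on only 1 of the 3 YΔG/XK/XI arrays, and the mean of the other 22 genes was -0.31. In the set 21 genes were lower and 13 were called lower, among them *FIT2* (-1.01) and *FET3* (-0.79), while *FTR1* (0.39) and *FRE1* (0.58) were called higher. The mean ranged from -0.39 to -0.26 over the alternatives. Random lists of similar signal went down to -0.10, and the means on slides 1 and 2 were -0.29 and -0.42, so neither brightness nor slide accounts for it. A difference in iron supply or use between the strains remains a hypothesis, which this set prompted and therefore cannot test.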

How the results depend on the processing

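No alternative was added after the results were seen. The number of called genes, 1852, was between 1664 (normexp) and 2301 (slide as a block) over the alternatives that use all 6 arrays and no replicate block. Of the 1852 genes, 1600 were also called with normexp, 1599 with quantile normalization, 1657 with median scaling, 1802 with an intensity trend and 1839 with the deposited log2 table. Of the 6020 genes with probes well above background, 1929 were called, and all 1812 of the 1852 that were tested there stayed called. Calls with the median over spots numbered 1847 and with outlier spots kept 1841.

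With an array left out, between 1178 and 1661 genes were called, and the lower genes numbered between 487 and 698. The lowest values came without replicate 1 of YΔG/XK/XI. Fewer arrays by construction give fewer calls, and the reason why this array moved the count most was not tested. For Table S1 between 17 and 24 of the 30 genes were called. The mean log2 fold change of the set of TCA cycle and related enzymes lay between 0.0651 and 0.182 with an array left out. It passed the threshold only without replicate 3 of YΔG/XK/XI (adjusted p = 0.0199), and the cause was not tested. The other 14 sets kept their side of the threshold and, where called, their direction under all alternatives. With fry in place of camera no set changed its call.

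With the replicate block 2362 genes were called, including 1842 of the 1852. Arrays with the same replicate number deviated together from their strain means for replicates 2 and 3 (r = 0.301 and 0.415) but hardly for replicate 1 (r = 0.066), against up to 0.130 between different numbers. The arrays of replicate 3 also share slide 2. The numbers were therefore not taken to pair the arrays.

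Of the 574 named genes with a fold change, 390 were called, and 0 of these reversed under any alternative. Of the 390, 303 stayed called under every alternative and 350 under every one that uses all arrays. Without replicate 1 of YΔG/XK/XI 74 lost their call, and with quantile normalization and median scaling 24 each did. In Table 2 the counts were 29 with normexp, 29 with quantile normalization and 26 with median scaling. In Table S2 they were 92 with normexp and 93 with the median over spots, and in Table S1 28 with quantile normalization.

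Signal over background limits the dim probes. With normexp the fold change of *ADH2* was 1.90 against the paper's 3.20, that of *CLB2* 3.00 against the paper's 4.91, and that of *CLB6* 2.14 against the paper's 3.28, the only values of the tables that departed by more than 1.5 times under any alternative. The bound for *PHO13* was 24.6-fold with normexp and 73.0 to 91.4-fold with an array left out.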

Other observations

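The test of the single PPP enzymes and the count of calls kept under other scalings in this part were chosen only after the values were seen.

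Of the 10 ways to divide the 6 arrays into 3 and 3, only 1, the division by strain, gave as many called genes, but a count over 10 ways is too small to exclude chance by itself. The other 9 gave 0 called genes (limma) and between 20 and 342 genes at an unadjusted p under 0.05. With the slide as a block 1851 of the 1852 called genes stayed called, and 7 genes differed between the slides. With quantile normalization 1599 of the 1852 genes stayed called, and with median scaling 1657 did. The scaling of the arrays therefore decides a part of the calls but does not account for most of them. The first principal component held 69.8% of the variance and separated the strains.

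The signal of *PHO13* went against the label on 0 of the 6 arrays, which argues against a mislabelled sample between the strains. Of the genes next to *PHO13*, *AIM6* had a log2 fold change of -0.0662 and *YPD1* of -0.0741 (adjusted p = 0.681 and 0.680, limma), and the central 95% of all genes ran from -0.64 to 0.83. An effect of the KanMX cassette on its neighbours is therefore not seen at this locus.

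The higher expression of the genes of Table S2 may come from a larger share of dividing cells in YΔGP/XK/XI at the time of sampling. All 4 lists of cell cycle genes, from G1/S and histones to G2/M and M/G1, lay above the other genes (camera), as this explanation predicts. Many of these genes were picked by the study from the same arrays, and RNA from a mixed culture cannot separate more dividing cells from higher expression per cell.

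The increases in genes of the TCA cycle and respiratory chain could come from release from carbon catabolite repression. That release would raise the 19 genes of gluconeogenesis and C2 utilization, but 0 of them were called higher and 7 called lower. Their mean log2 fold change was -0.38 (adjusted p = 0.00224, camera, and 0.0362, fry), and it ranged from -0.46 to -0.29 over the alternatives. The decrease rested on a part of the set, with a median of -0.17. *FBP1* (0.02), *PCK1* (0.05), *ICL1* (-0.09) and *MLS1* (-0.04) hardly changed, and the paper names 5 of the 19 genes. The set therefore shows no release, but not a decrease of all its genes. A change in iron supply is another candidate explanation, since several of the raised enzymes hold iron-sulfur clusters, and the iron regulon was lower (adjusted p = 1.20e-04, camera). The iron regulon prompted this idea and cannot test it, so the link was not tested.

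The increases in the PPP genes were tested against an even induction of the whole pathway. For 9 of the 11 PPP enzymes the 95% interval of the log2 fold change left out the mean of the pathway, with 5 intervals below it and 4 above it, which argues against an even induction. The 2 exceptions were *RKI1* and *GND2*. An uneven induction that includes enzymes not called here remains open.

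The genes with the largest increases include *RNR1* (2.63), *TOS6* (2.52), *CWP2* (2.05) and *SFG1* (2.03), which the paper does not name. Among the largest decreases outside the paper were *CTA1* (-1.61), *YDR278C* (-1.52), *IMD2* (-1.47) and *POX1* (-1.40). Of 2 dim genes, *YGR039W* had a log2 fold change of -1.63 and was well above background on 2 of 3 YΔGP/XK/XI arrays, and *YDR053W* had -1.41 with 1 of 3, which was -0.38 with normexp (adjusted p = 0.136). *GAT3* was at least 1.50-fold lower in YΔGP/XK/XI, and this bound was 1.05-fold with normexp.

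The paper's discussion names genes that another study found changed by disruption of *PHO13* in a strain with a different xylose pathway. Of the 8 genes that the paper gives as higher in that study, 4 were called higher here (*GND1*, *SOL3*, *TAL1* and *ENO1*). Of the 5 given as lower, 3 were called lower here (*PYC1*, *CIT3* and *ADH2*), and *STB5*, given as higher, was called higher. None of these genes was called in the opposite direction. The others, *GPM1* (0.12), *CDC19* (0.13), *ADH1* (0.26), *ADH5* (0.01), *ALD4* (-0.17) and *ACS1* (0.15), were not called, with adjusted p of 0.276, 0.232, 0.174, 0.944, 0.286 and 0.382 (limma).

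The 25 stress response genes had a mean log2 fold change of -0.06 (adjusted p = 0.304, camera), with 1 called higher and 2 called lower. The 17 hexose transporter genes had a mean of -0.06 and a median of 0.01 (adjusted p = 0.776, camera), and the mean of the 15 with a fold change was -0.04. In this set 4 genes were called higher, such as *HXT8* (0.82), and 5 called lower, such as *HXT1* (-0.81). Of the marker and promoter genes of the strain construction, *URA3* (-0.01), *TRP1* (0.38), *ADE2* (-0.15), *LEU2* (0.02), *LYS2* (-0.00276), *TDH3* (-0.13) and *PGK1* (0.26) were not called, with adjusted p of 0.935, 0.112, 0.210, 0.924, 0.984, 0.578 and 0.0547 (limma), and *HIS3* was well above background on 0 of the 6 arrays.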
